A study of Mus musculus with 8 samples. Its data were reported in "A limbic circuit selectively links active escape to food suppression" (2020).

How the data were processed

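The lateral septum of C57Bl/6J mice was profiled by PhosphoTrap, in which ribosomes that carry phosphorylated ribosomal protein S6 (pS6), a mark of neuronal activity, are captured with an antibody and the RNA bound to them is sequenced beside the RNA of the whole lysate. Per the labels, restrained mice (RS) spent 1 h in a flexible cone and were killed 1 h later, and naive mice stayed in the home cage. The study's methods place the killing after the stress without this interval, and which holds was not settled here. Septa of 4 to 6 mice were pooled for each replicate. RNA kept back from each lysate formed the input library. RNA bound by 4 ug of polyclonal anti-pS6 antibody on magnetic beads formed the IP library. The labels describe RNA integrity numbers above 8, cDNA amplified from low input with a SMARTer kit, and sequencing on a HiSeq2500. The labels speak of more pools per group than the 2 analysed here, so the 8 libraries fall into 4 groups of 2: naive input, RS input, naive IP and RS IP. Per the labels, input and IP of the same number in the same condition were taken to come from the same pool. Across genes, the differences between pool 1 and pool 2 in input and in IP correlated with r of -0.0637 in naive and -0.0457 in RS mice, so the values themselves showed no sign of this pairing. Equal numbers in the naive and RS groups, which came from different mice, were not treated as pairs, although these differences in naive and RS input correlated with r of 0.159.

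The deposited values were given as 1 column per library over 24972 gene symbols. Although the deposited files carry the name FPKM, every column summed to 1000000 to within 7.5e-05, so the authors' values are on the TPM scale (transcripts per 1000000). They were taken as TPM, where FPKM had been assumed when the design was written; the model below applies to either. The labels name STAR and DESeq2 with the mouse build mm10, the study's methods name TopHat and Cufflinks with the same build, and which of them made these columns is not stated. A TPM keeps no read number, so the depth of each library is unknown, and no counting interval or floor common to all genes can be given. The precision of each value therefore rests on the spread between the 2 pools of a group. Some short RNA genes did take values in equal steps. In naive input pool 1, Mir1291, Snora68, Snora65 and Snhg9 stood at 13.77, 27.54, 41.31 and 55.08 TPM. Such values may rest on few reads, which was not tested.

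Gene symbols turned into dates by a spreadsheet (26 entries, 0.148% to 0.283% of the TPM of a library) were left out, because they cannot be assigned to a gene. Genes with a TPM of at least 1 in at least 2 of the 8 libraries were kept (14365 genes). Values were taken as log2(TPM + 1). Group means were fitted over all 8 libraries with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend=TRUE; 4 residual and 3.92 prior degrees of freedom), so that the 4 groups shared 1 estimate of the spread. The 5 comparisons were IP against input in naive mice, IP against input in RS mice, the difference between these ratios (the interaction term), RS against naive in the IP, and RS against naive in the input. All tests were two-sided, with Benjamini-Hochberg adjustment over the genes kept in each comparison. A gene was called at an adjusted p under 0.05, and calls with a change of at least 2-fold on this scale were counted apart. Log2 changes are given with the standard error (SE) of the model, and TPM as mean ± SD of the 2 pools. Folds are those of log2(TPM + 1), so at low TPM they are smaller than the ratio of the TPM. The p-values of single genes measure the spread between pools, each of several mice, with n = 2 pools per group. Part of that spread is borrowed from other genes, and the main fit treats input and IP of a pool as independent. The list p-values of camera with the preset correlation, described below, compare genes with genes. They do not measure the spread between pools.

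The comparisons, tests, gene lists and the rule for named genes were fixed before the data were examined. The rule names a set of genes in every comparison (Nts, Fos, Fosb, Sst, Glp1r, Cartpt, Mc3r, Slc32a1, Gfap, Mal, Mbp), then up to 10 higher and 10 lower called genes with the largest changes among genes with a mean TPM of at least 5 and no clone-type symbol, then up to 4 members of each list with the largest moderated statistic. A part of the genes that the rule allows is named. The study had singled out Nts, Fos and Fosb in these very libraries, so their direction is not independent evidence.

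The 24 lists covered immediate early genes, glucocorticoid-responsive genes, neuropeptides, feeding and stress receptors, GABAergic septal neurons, pan-neuronal genes, glutamatergic neurons, striatal neurons, medial septal cholinergic neurons, astrocytes, oligodendrocytes, oligodendrocyte precursors, microglia, cytokine and acute-phase immune genes, endothelial and mural cells, meningeal fibroblasts, ependymal cells, choroid plexus epithelium, blood cells, cytosolic ribosomal proteins, nuclear-encoded oxidative phosphorylation, replication-dependent histones, mitochondrially encoded genes, and heat shock and chaperone genes. The choroid plexus list and the cytokine list were prompted by names seen at the top of the study's own ranking of these libraries. Those names were left out of all lists, but the direction of either list is not independent evidence. Mitochondrially encoded genes had 0 listed symbols and were not analysed here, which left 23 lists. Each list was tested with camera in limma (preset correlation of 0.01, Benjamini-Hochberg over the lists of a comparison), which compares the list with all other genes, again with an estimated correlation, and with fry, which asks whether the members move one way on balance. Members called over all genes and adjusted over the list alone were counted.

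Alternatives fixed in advance were a pseudocount of 0.1 or 5, no filter or a mean TPM of at least 5, rescaling to 1000000, median-of-ratios scaling, quantile normalization, eBayes without a trend or with robust=TRUE, only the groups compared, a block for the pool (or, for RS against naive, for the replicate number), and each of the 8 libraries left out in turn. Alternatives chosen after the data were seen were a correction for transcript length and GC content, alone or with the block, and fits without microRNA and small nucleolar RNA genes or without the choroid plexus list. Transcript length and GC content came from GENCODE vM21 on the same mouse build, which covered 98.87% of the genes kept. The pipeline was tested on simulated data in which 200 genes with a mean TPM of at least 5 were changed in the RS IP. In the comparison of RS with naive IP, it recovered 84% of the genes changed 1.5-fold and 98% of those changed 2-fold, with 7 false calls. For the difference in enrichment it recovered 46% and 92%, with 4 false calls. In 100 draws with the neuropeptide list raised by 0.5 on the log2 scale, camera called that list in 100 and any other list in 5. The simulated noise was independent between genes, whereas the estimated correlation was up to 0.791 (ribosomal protein genes) in the real libraries. These rates of false calls therefore do not carry over to lists whose members move together.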

Results

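PhosphoTrap was used to find RNAs of lateral septum cells whose ribosomes became phosphorylated after acute restraint, and 8 libraries were available: 2 pools of naive mice and 2 pools of restraint-stressed (RS) mice, each sequenced as input (whole lysate) and as pS6 IP (captured ribosomes). Each library listed 17292 to 17516 genes above 0 and 13089 to 13750 genes with a TPM of at least 1. The 100 most abundant genes took 21.8% to 24.9% of the TPM. Sequencing depth was unknown, since TPM carry no read number. Across genes, which are not independent replicates, log2 values of libraries of the same group correlated with Pearson's r of 0.988 to 0.992, those of RS and naive libraries of the same fraction with r of 0.978 to 0.988, and those of IP and input with r of 0.931 to 0.955. The first principal component held 74.5% of the variance and separated IP from input, and the second held 8.39%. Of the 14365 genes tested, 129 (naive input), 145 (RS input), 101 (naive IP) and 93 (RS IP) differed by more than 2-fold between the 2 pools of a group.

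The neuropeptide gene Nts encodes neurotensin (GRCm38 chromosome 10, 102481756 to 102490486, minus strand). Its TPM was 25.3 ± 0.524 in naive input, 20.7 ± 1.26 in RS input, 30.6 ± 1.08 in naive IP and 55.8 ± 8.62 in RS IP (SD, n = 2). The activity marker Fos (chromosome 12, 85473890 to 85477273, plus strand) had a TPM of 34.3 ± 1.42, 84.7 ± 2.01, 26.6 ± 3.17 and 118 ± 2.39 in the same order (SD, n = 2). The related factor Fosb (chromosome 7, 19302696 to 19310051, minus strand) had a TPM of 0.874 ± 0.448, 3.82 ± 0.0529, 1.63 ± 0.357 and 13.8 ± 0.156 (SD, n = 2). The named genes that were called showed their direction in both pools, with no overlap, in the 5 comparisons (38 of 38, 41 of 41, 49 of 49, 40 of 40 and 47 of 47). This largely follows from the calls on the same libraries and adds no support to them, and an unselected gene has 33.3% by chance.

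**Figure D1:**
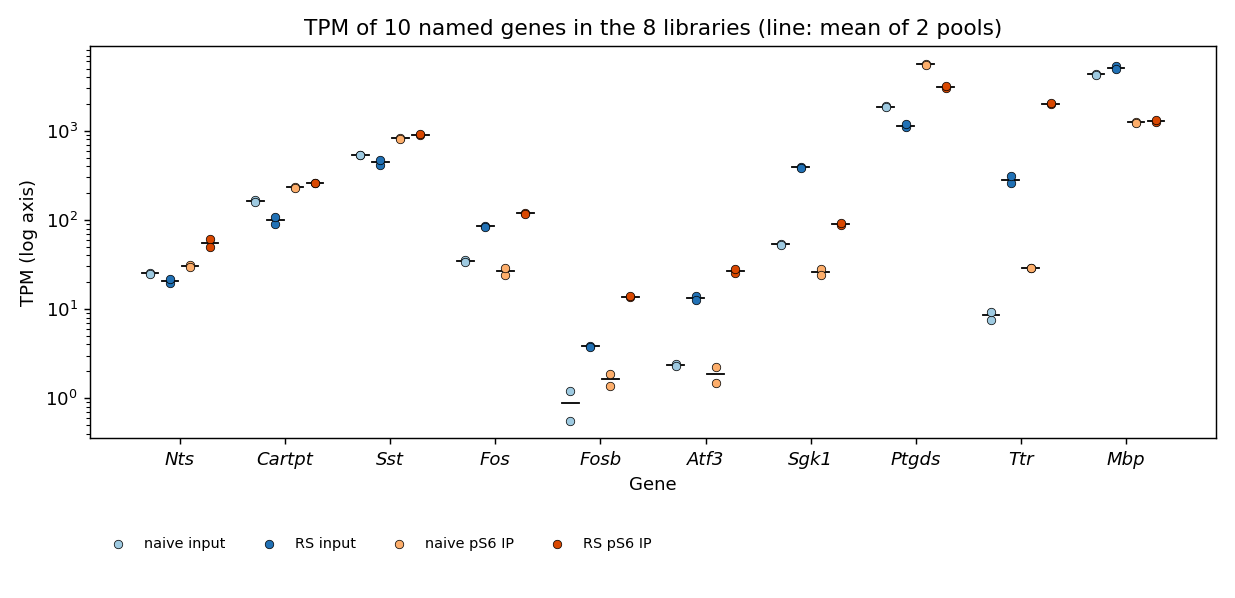
TPM (log axis) of 10 named genes in the 8 libraries, with 1 point per pool and a line at the mean of the 2 pools of each group (naive input, RS input, naive IP, RS IP). Nts lay at 55.8 TPM in the RS IP and at 20.7 to 30.6 in the other groups, while Ttr lay at 8.47 and 29.1 in naive input and IP and at 284 and 2020 in RS input and IP.

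The first comparison, IP against input in naive mice, asked which RNAs the captured ribosomes held more or less of than the lysate without stress. Myelin RNA was lower in the IP: Mbp, a main myelin protein gene, had a TPM of 4290 ± 53.2 in input and 1240 ± 15.8 in IP (SD, n = 2), 3.45-fold lower. The noncoding RNAs with the largest falls named here were Malat1 at 603 ± 1.53 in input and 11.9 ± 0.783 in IP and the maternally expressed Meg3 at 222 ± 7.25 and 5.18 ± 0.204. Hemoglobin RNA was higher in the IP, with Hba-a1 at 468 ± 25.2 in input and 3210 ± 100 in IP, a transcript whose reads are shared between paralogs. The neuropeptide gene Sst (somatostatin) was 1.55-fold higher in the IP, and Nts did not pass the test (log2 change 0.27, SE 0.11, adjusted p = 0.0564, or 0.64 with 0.00181 after median-of-ratios scaling).

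In limma, 2504 genes were higher and 7061 lower in the naive IP, of 14365 tested. At least 2-fold, 477 were higher and 1616 lower. The median gene had a log2 change of -0.319, and median-of-ratios scaling moved this median by 0.322, so that 4446 genes were higher and 4105 lower (52% higher, against 26.2%). List medians are therefore given relative to the median of all genes, and single genes on the TPM scale with the scaled value where it matters.

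Among neuronal genes named in advance, Cartpt (the CART peptide) was higher in the naive IP with a log2 change of 0.50 (SE 0.08, adjusted p = 0.000716). Fosb was higher by 0.50 (SE 0.18, adjusted p = 0.0367). Its call was lost without naive input pool 2 (adjusted p = 0.227), naive IP pool 1 (0.187), either RS input pool (0.051) or either RS IP pool (0.0577). Fos was lower at -0.36 (adjusted p = 0.00617), but at 0.01 after median-of-ratios scaling (adjusted p = 0.888). Mc3r, a melanocortin receptor, had a log2 change of 0.47 (adjusted p = 0.0507, or 0.0166 with the pool as a block, or 0.82 with 0.00567 after median-of-ratios scaling). Glp1r, the receptor for glucagon-like peptide, had -0.04 (adjusted p = 0.862, or 0.32 with 0.126 after that scaling, or 0.61 with 0.0143 after the length and GC correction) and Slc32a1, the vesicular GABA transporter, 0.09 (adjusted p = 0.523, or 0.43 with 0.0176 after median-of-ratios scaling). Snhg11 and Cdr1, both noncoding, were lower with log2 changes of -3.54 (SE 0.07) and -4.74 (SE 0.19). Krt10, a keratin, was 5.96-fold higher and the histone gene Hist1h2ao 4.90-fold higher, the latter with reads shared between histone copies.

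All 14 measured oligodendrocyte genes were lower in the naive IP (14 adjusted over the list alone), with a median of -0.90 relative to all genes (camera adjusted p = 0.000185, or adjusted p = 0.171 with an estimated correlation). Mog fell by 1.51 (SE 0.05), Mobp by 1.18 (SE 0.05), the transferrin gene Trf by 1.26 (SE 0.05) and Mal, a myelin lipid-raft protein gene, had a log2 change of -1.41 (SE 0.07). Of 40 nuclear-encoded oxidative phosphorylation genes, 34 were higher and 6 lower (34 and 6 adjusted over the list alone), and the list had a median of 1.00 (camera adjusted p = 2.65e-13, or adjusted p = 0.299 with an estimated correlation). Examples were Uqcrq at 1.22 (SE 0.05) and Cox7b at 1.42 (SE 0.07). Of 40 cytosolic ribosomal protein genes, 27 were higher and 4 lower (29 and 4 adjusted over the list alone), and the list had a median of 0.73 (camera adjusted p = 5.57e-09, or adjusted p = 0.465 with an estimated correlation). Among them were Rps25 at 1.02 (SE 0.04) and Rpl34 at 1.25 (SE 0.10). Of 14 histone genes, 8 were higher and 0 lower (7 adjusted over the list alone), and the list had a median of 0.93 (camera adjusted p = 8.34e-05, or adjusted p = 0.171 with an estimated correlation). Members included Hist1h4d at 1.09 (SE 0.08) and Hist2h2aa1 at 0.97 (SE 0.09). Ribosomal protein and histone genes share reads with paralogs, which leaves single members uncertain.

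By camera with the preset correlation, the meningeal, blood and choroid plexus lists were higher in the naive IP, while oligodendrocyte genes were lower. With an estimated correlation 0 lists were called in this comparison. Of 14 ependymal genes, 1 was higher and 9 lower (1 and 9 adjusted over the list alone, camera adjusted p = 0.467). Of 9 meningeal fibroblast genes, 7 were higher and 0 lower (7 adjusted over the list alone), and the list had a median of 1.18 (camera adjusted p = 0.000253, or adjusted p = 0.272 with an estimated correlation). Ptgds, a prostaglandin D synthase gene, went from 1870 ± 12.6 to 5570 ± 126 TPM, with Crabp2 at 1.56 (SE 0.22) and Slc6a13 at 1.20 (SE 0.17). Of 10 blood cell genes, 8 were higher and 1 lower (9 and 1 adjusted over the list alone), and the list had a median of 2.78 (camera adjusted p = 4.23e-06, or adjusted p = 0.171 with an estimated correlation). Examples were Hbb-b1 at 2.70 (SE 0.07) and Hbb-b2 at 2.22 (SE 0.12). Of 17 choroid plexus genes, 5 were higher and 4 lower (4 and 4 adjusted over the list alone), and the list had a median of 0.42 (camera adjusted p = 0.0463, or adjusted p = 0.272 with an estimated correlation). Among them was Ttr (transthyretin) at 1.67 (SE 0.10). Of 10 cytokine and acute-phase immune genes, 5 were higher and 1 lower (5 and 1 adjusted over the list alone), and the list had a median of 0.98 (camera adjusted p = 0.00926, or adjusted p = 0.299 with an estimated correlation). Members included the chemokine gene Ccl7 at 1.08 (SE 0.17). Of 8 medial septal cholinergic genes, 3 were higher and 0 lower (3 adjusted over the list alone), and the list had a median of 0.56 (camera adjusted p = 0.0463, or adjusted p = 0.272 with an estimated correlation). An example was the vesicular acetylcholine transporter gene Slc18a3 at 0.78 (SE 0.12).

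The other 14 lists were not called in the naive comparison. Of 27 immediate early genes, 7 were higher and 9 lower (7 and 9 adjusted over the list alone, camera adjusted p = 0.0554, or 0.0495 with the pool as a block), with Jun at 1.22 (SE 0.12), Gadd45b at 1.02 (SE 0.09) and Btg2 at -1.31 (SE 0.08). Of 15 astrocyte genes, 6 were higher and 4 lower (6 and 4 adjusted over the list alone), with the gap junction gene Gjb6 at 1.54 (SE 0.09), the glutamate transporter gene Slc1a3 at 0.70 (SE 0.06) and Gfap at -0.92 (SE 0.06). Of 15 microglial genes, 1 was higher and 6 lower (1 and 5 adjusted over the list alone), with Cx3cr1 at -1.10 (SE 0.13). Of 23 neuropeptide genes, 7 were higher and 5 lower (7 and 5 adjusted over the list alone, camera adjusted p = 0.0554), with Penk (enkephalin) at 0.43 (SE 0.03). Of 18 pan-neuronal genes, 4 were higher and 13 lower, with a median of 0.02 relative to all genes. For feeding and stress receptors, GABAergic septal neurons, glutamatergic neurons, striatal neurons, astrocytes, oligodendrocyte precursors, and endothelial and mural cells, the median log2 change was below 0 while camera, which is relative to all genes, pointed up. The median of the neuropeptide genes was 0.07 and their mean -0.03, both before the median of all genes was subtracted. The counts above depend on the scaling. With median-of-ratios scaling, 13 immediate early genes were higher and 3 lower, and 12 neuropeptide genes were higher and 3 lower. Astrocyte genes then had 9 higher and 1 lower, microglial genes 3 and 2, and pan-neuronal genes 7 and 5.

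The second comparison, IP against input in RS mice, asked the same after restraint. Immediate early genes and neuropeptide genes were higher in the IP as lists (camera adjusted p = 7.14e-07 and 4.48e-06), calls that were lost with an estimated correlation (adjusted p = 0.199 and 0.125 with an estimated correlation). The neuropeptide list also lost its call with the length and GC correction (median less that of all genes 0.19, camera adjusted p = 0.264). Nts was 2.60-fold higher in the IP (log2 change 1.38, SE 0.11, adjusted p = 1.18e-05), Cartpt 2.61-fold (1.38, SE 0.08, adjusted p = 2.99e-06), Sst 2.04-fold (1.03, SE 0.06, adjusted p = 2.93e-06) and Fosb 3.07-fold (1.62, SE 0.18, adjusted p = 8e-05). The TPM ratio of Fosb was 3.61, because the added 1 shrinks the fold at its low TPM. Fos was 1.39-fold higher (0.48, SE 0.09, adjusted p = 0.00113). Myelin RNA was again lower, with Mbp at 5080 ± 273 TPM in input and 1300 ± 41.5 in IP (SD, n = 2), and Mal had a log2 change of -1.39 (SE 0.07). Ttr was 284 ± 35.9 in input and 2020 ± 13.9 in IP.

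In limma, 2563 genes were higher and 7891 lower in the RS IP, and 761 and 2769 of them by at least 2-fold. The median gene had a log2 change of -0.423, and median-of-ratios scaling moved it by 0.43, which gave 4804 higher and 4472 lower genes (51.8% higher, against 24.5%). Of the genes called in both conditions, 1940 were higher in both (447 if the conditions were independent) and 6494 lower in both (3880 if independent), and the changes correlated across genes with r of 0.849 and rho of 0.877. Malat1 was 64.4-fold lower and Meg3 35.8-fold lower, while Nrsn1, a neuronal vesicle protein gene, had a log2 change of -3.39 (SE 0.05) and Spop, a ubiquitin ligase adaptor gene, -3.26 (SE 0.06). The noncoding Cdr1 had -4.35 (SE 0.19) and Rian -3.29 (SE 0.30).

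Of 27 immediate early genes, 16 were higher and 5 lower in the RS IP (16 and 5 adjusted over the list alone), and the list had a median of 0.89 (camera adjusted p = 7.14e-07, or adjusted p = 0.199 with an estimated correlation). Among them were Gadd45b at 1.99 (SE 0.09) and Junb at 0.78 (SE 0.07). Btg2 was lower at -0.63 (SE 0.08), and at -0.13 after median-of-ratios scaling (adjusted p = 0.16). Of 23 neuropeptide genes, 15 were higher and 3 lower (15 and 3 adjusted over the list alone), and the list had a median of 0.84 (camera adjusted p = 4.48e-06, or adjusted p = 0.125 with an estimated correlation). Members included Crh (corticotropin-releasing hormone) at 1.27 (SE 0.10). Mc3r was higher at 0.56 (SE 0.19, adjusted p = 0.0244), a call lost without RS input pool 1 (0.103), RS input pool 2 (0.0513), RS IP pool 1 (0.061) or RS IP pool 2 (0.102). Glp1r was lower at -0.45 (SE 0.17, adjusted p = 0.0391, or 0.0671 with the pool as a block), and at 0.02 after median-of-ratios scaling (adjusted p = 0.909). Its call was lost without RS input pool 1 (0.206), naive IP pool 1 (0.0546), naive IP pool 2 (0.0548) or RS IP pool 1 (0.232). Slc32a1 had 0.11 (adjusted p = 0.417, or 0.55 with 0.00522 after median-of-ratios scaling).

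Of 40 cytosolic ribosomal protein genes, 36 were higher and 1 lower in the RS IP (37 and 1 adjusted over the list alone), and the list had a median of 1.51 (camera adjusted p = 4.44e-20, or adjusted p = 0.248 with an estimated correlation). Examples were Rps25 at 1.43 (SE 0.04) and Rpl32 at 1.64 (SE 0.10). Of 40 oxidative phosphorylation genes, 34 were higher and 6 lower (34 and 6 adjusted over the list alone), and the list had a median of 1.56 (camera adjusted p = 4.53e-17, or adjusted p = 0.199 with an estimated correlation). Among them were Uqcrq at 1.71 (SE 0.05) and Cox7b at 2.07 (SE 0.07). Of 14 histone genes, 8 were higher and 1 lower (8 and 1 adjusted over the list alone), and the list had a median of 1.17 (camera adjusted p = 5.85e-05, or adjusted p = 0.125 with an estimated correlation). Members included Hist1h4d at 1.47 (SE 0.08). Of 14 oligodendrocyte genes, 13 were lower and 0 higher (13 adjusted over the list alone), and the list had a median of -0.99 (camera adjusted p = 0.00102, or adjusted p = 0.125 with an estimated correlation). Examples were Trf at -1.82 (SE 0.05) and Mog at -1.77 (SE 0.05).

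Of 17 choroid plexus genes, 10 were higher and 2 lower in the RS IP (10 and 2 adjusted over the list alone), and the list had a median of 1.06 (camera adjusted p = 6.92e-05, or adjusted p = 0.125 with an estimated correlation). Among them were Ttr 7.12-fold and the folate receptor gene Folr1 3.79-fold higher. Of 11 endothelial and mural genes, 5 were higher and 2 lower (5 and 2 adjusted over the list alone), and the list had a median of 0.72 (camera adjusted p = 0.00479, or adjusted p = 0.125 with an estimated correlation). Members included the smooth muscle genes Tagln at 1.64 (SE 0.09) and Acta2 at 0.99 (SE 0.08). Of 9 meningeal genes, 7 were higher and 0 lower (7 and 1 adjusted over the list alone), and the list had a median of 1.20 (camera adjusted p = 0.000115, or adjusted p = 0.179 with an estimated correlation). An example was Ptgds at 1.44 (SE 0.04). Of 10 blood cell genes, 7 were higher and 0 lower (7 adjusted over the list alone), and the list had a median of 2.79 (camera adjusted p = 1.69e-05, or adjusted p = 0.125 with an estimated correlation). Among them were Hbb-b1 at 2.76 (SE 0.07) and Hba-a1 at 2.39 (SE 0.07). Of 10 cytokine genes, 4 were higher and 1 lower (4 and 1 adjusted over the list alone, camera adjusted p = 0.0118, or adjusted p = 0.248 with an estimated correlation).

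The other 12 lists were not called in the RS comparison. Of 17 glucocorticoid-responsive genes, 4 were higher and 11 lower (4 and 11 adjusted over the list alone, camera adjusted p = 0.97), with the kinase gene Sgk1 at -2.09 (SE 0.08), Nfkbia at -1.99 (SE 0.10) and Fkbp5 at -1.51 (SE 0.09), and with the metallothionein gene Mt2 at 1.33 (SE 0.07). Of 15 microglial genes, 12 were lower and 0 higher (12 adjusted over the list alone, camera adjusted p = 0.185), with Cx3cr1 at -2.00 (SE 0.13), Laptm5 at -1.16 (SE 0.08) and Tmem119 at -1.15 (SE 0.11). Gfap was lower at -0.94 (SE 0.06), and of 15 astrocyte genes 6 were higher and 5 lower (camera adjusted p = 0.076). For feeding and stress receptors, glutamatergic neurons, medial septal cholinergic neurons, astrocytes and ependymal cells, the median log2 change was below 0 while camera pointed up. Of 18 GABAergic septal genes, 2 were higher and 8 lower (camera adjusted p = 0.97), and of 10 glutamatergic genes 3 were higher and 6 lower (camera adjusted p = 0.97). With median-of-ratios scaling, 7 GABAergic septal genes were higher and 5 lower, and 4 glutamatergic genes were higher and 2 lower. Microglial genes then had 3 higher and 5 lower, glucocorticoid-responsive genes 6 and 7, and astrocyte genes 10 and 2.

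**Figure D2:**
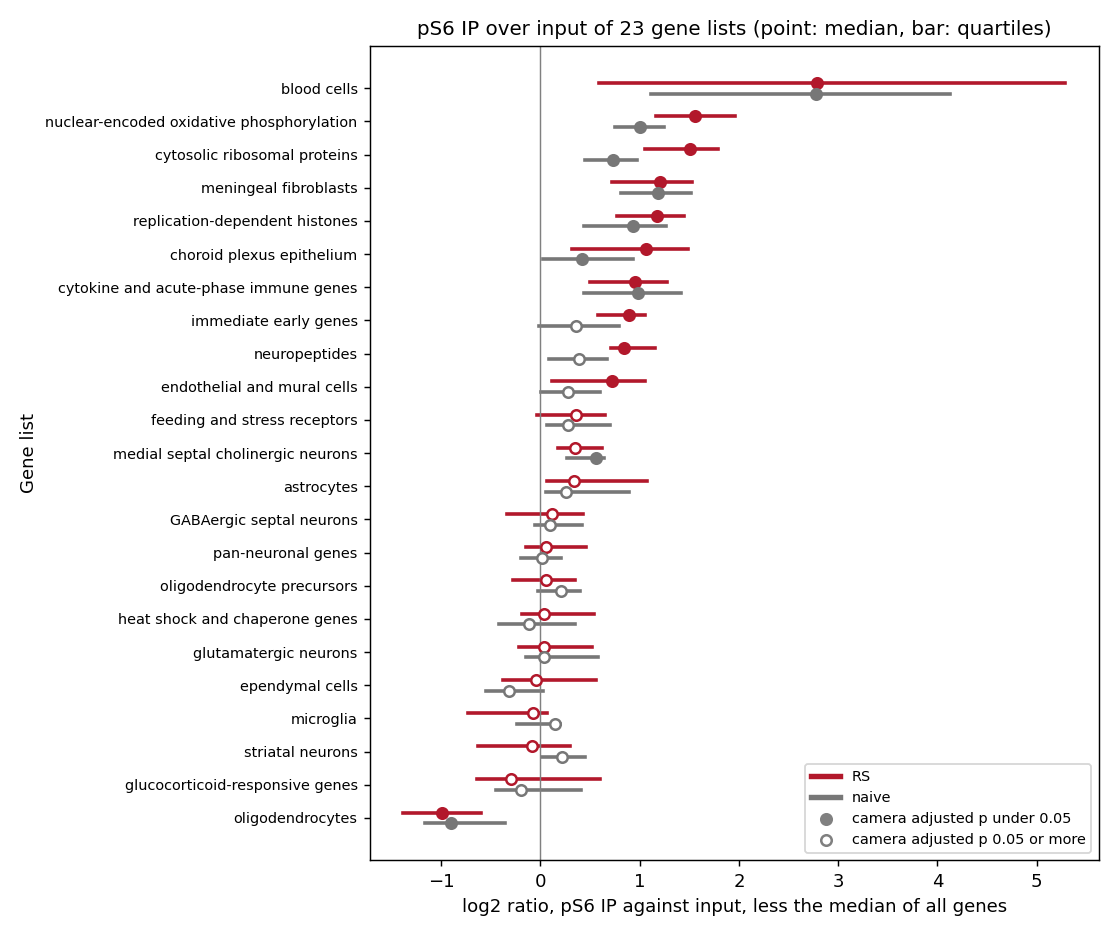
Median (point) and quartiles (bar) of the log2 ratio of IP over input for the 23 gene lists in RS (red) and naive (grey) mice, less the median of all genes; filled points have a camera adjusted p under 0.05. Neuropeptide genes had a median of 0.84 in RS mice and 0.39 in naive mice, and oligodendrocyte genes -0.99 and -0.90.

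The third comparison tested the difference itself, asking which RNAs changed their IP over input ratio with restraint. Nts was more enriched after restraint by 1.11 on the log2 scale (SE 0.15, adjusted p = 0.0169): the TPM ratio of IP over input was 1.22 and 1.20 in the naive pools and 3.13 and 2.30 in the RS pools. Cartpt was more enriched by 0.88 (SE 0.11, adjusted p = 0.0153), Fos by 0.84 (SE 0.12, adjusted p = 0.0181), Fosb by 1.11 (SE 0.25, adjusted p = 0.0448) and Sst by 0.39 (SE 0.08, adjusted p = 0.0358). With the pool as a block the adjusted p was 0.0548 for Nts, 0.0549 for Fos, 0.0584 for Fosb, 0.064 for Sst and 0.0403 for Cartpt. The difference for Sst was 0.28 (adjusted p = 0.0589) with quantile normalization and 0.13 (adjusted p = 0.249) with a correction for transcript length and GC content. Not called were Glp1r (-0.42, adjusted p = 0.307), Mc3r (0.09, adjusted p = 0.867), Slc32a1 (0.02, adjusted p = 0.949), Gfap (-0.02, adjusted p = 0.921, or 0.11 after median-of-ratios scaling), Mal (0.02, adjusted p = 0.931) or Mbp (-0.18, adjusted p = 0.121).

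In limma, 473 genes were more and 497 less enriched after restraint, 69 and 49 of them by at least 2-fold, and 3791 of the 14365 had an unadjusted p under 0.05. The pool as a block left 78 genes (51 more and 27 less enriched), of which 77 were among the 970. The median gene had a difference of -0.107, and median-of-ratios scaling moved it by 0.114, which gave 700 more and 194 less enriched genes (78.3%, against 48.8%), so list medians are again relative to all genes. The count fell to 39 without naive input pool 1, 24 without naive input pool 2, 37 without naive IP pool 1, 71 without naive IP pool 2, 34 without RS IP pool 1 and 34 without RS IP pool 2, and was 504 without RS input pool 1 and 1325 without RS input pool 2. Of the 49 called genes named for this comparison, leaving out the same libraries ended the call of 33, 36, 35, 27, 34, 35, 9 and 4 (highest adjusted p = 0.132), and 12 kept it in every case. Nts ranged from 0.96 to 1.27 and was not called in 5 of the 8 cases (adjusted p up to 0.0743), Fos in 5 (up to 0.0817) and Fosb in 8 (up to 0.127).

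Of the 473 more enriched genes, 398 were lower in the RS input and 70 higher in the RS IP, with 6 both and 11 neither. Of the 497 less enriched genes, 459 were higher in the RS input and 17 lower in the RS IP, with 4 both and 25 neither. These parts share their libraries with the difference and are not independent of it. The input change was the larger one in 82.2% and 91.1% of these genes.

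Tsc22d1, a transcriptional regulator gene, differed by -1.65 (SE 0.14). Its TPM was 673 ± 6.01 in naive input, 1390 ± 131 in RS input, 1060 ± 163 in naive IP and 694 ± 8.33 in RS IP (SD, n = 2). Chtf8 differed by -2.41 (SE 0.13), Slc38a7, an amino acid transporter gene, by -2.23 (SE 0.25), Cant1 by -2.09 (SE 0.29), Coro2b by -1.69 (SE 0.24) and Anp32a by -1.50 (SE 0.14), and these kept their call with the pool as a block. Arl10 (-1.67, with the block 0.0728) and Amd1 (-1.54, with the block 0.0516) did not. Cox6b2, a cytochrome oxidase subunit gene, was more enriched by 1.85 (SE 0.18) and kept its call with the block. The noncoding Snhg9 differed by 2.57 (SE 0.50, with the block 0.0396), a call lost without a filter (0.0749), without a trend (0.0849), with robust=TRUE (0.0678), with the length and GC correction (1.69, adjusted p = 0.0906) and in 6 of the 8 leave-outs (each naive library and each RS IP library, up to 0.109). Calml4 (2.09, with the block 0.0516), Cox7a1 (1.91; 0.0892) and the chaperone gene Dnajb5 (1.53; 0.0611) lost their call with the block. Calml4, Cox7a1 and Cox6b2 were among the names seen at the top of the study's own ranking.

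Small RNA genes, whose values can come from reads of their host genes, made up 8 of the 118 genes that differed by at least 2-fold. Mir5113 differed by 7.47 (SE 0.39), Mir8104 by 6.06 (SE 0.65), Mir762 by 4.6 (SE 0.41), Snora68 by 4.34 (SE 0.40), Mir1291 by 4.34 (SE 0.37) and Mir344i by -4.45 (SE 0.38), values that rest on groups listed at 0. Mir762 was listed at 0 in all libraries but the RS IP (15.96 and 33.45 TPM), Snora68 in all but the naive input (27.54 and 13.36), Mir1291 in all but the naive input (13.77 and 26.72) and Mir344i in all but the RS input (14.75 and 29.23). Mir5113 was at 9.33 and 9.41 in naive input, 23.02 and 11.1 in RS IP and listed at 0 in RS input and naive IP. Mir8104 was listed at 0 in RS input and at 64.87 and 35.53 in naive input, 32.48 and 20.47 in naive IP and 20.94 and 59.36 in RS IP. The MHC gene H2-T9 differed by -4.41 (SE 0.26) and was listed at 0 in all libraries but the RS input (16.83 and 24.45 TPM).

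Of 23 neuropeptide genes, 7 were more and 2 less enriched after restraint (11 and 2 adjusted over the list alone), and the list had a median of 0.67 (camera adjusted p = 9.32e-09, or adjusted p = 0.161 with an estimated correlation). Pmch, the gene for melanin-concentrating hormone, differed by 1.62 (SE 0.22, with the block 0.0516) at TPM of 0.587 to 3.14, and Pdyn (dynorphin) by -0.65 (SE 0.09, with the block 0.0516). Of 27 immediate early genes, 6 were more and 0 less enriched (10 adjusted over the list alone), and the list had a median of 0.50 (camera adjusted p = 1.26e-09, or adjusted p = 0.201 with an estimated correlation). Members included Gadd45b at 0.97 (SE 0.13), Junb at 0.68 (SE 0.10, with the block 0.0606) and Btg2 at 0.68 (SE 0.11, with the block 0.0602). Of 17 glucocorticoid-responsive genes, 4 were more and 3 less enriched (4 and 3 adjusted over the list alone, camera adjusted p = 0.78), with Mt2 at 0.69 (SE 0.10, or 0.22 with adjusted p = 0.216 after the length and GC correction) and with Klf9 at -1.29 (SE 0.16), Sgk1 at -1.08 (SE 0.11) and Fkbp5 at -0.89 (SE 0.13, with the block 0.0573). For this list the median was below 0 and camera pointed up, as for astrocytes, cytokine genes, meningeal fibroblasts and heat shock genes.

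Of 40 cytosolic ribosomal protein genes, 30 were more and 0 less enriched after restraint (39 adjusted over the list alone), and the list had a median of 0.67 (camera adjusted p = 1.29e-26, or adjusted p = 0.24 with an estimated correlation). Examples were Rpl32 at 0.92 (SE 0.14) and Rps7 at 0.56 (SE 0.07, with the block 0.0548). Of 40 oxidative phosphorylation genes, 27 were more and 0 less enriched (33 and 2 adjusted over the list alone), and the list had a median of 0.56 (camera adjusted p = 2.73e-18, or adjusted p = 0.24 with an estimated correlation). Among them were Cox6c at 0.78 (SE 0.10) and Ndufc1 at 0.63 (SE 0.09, with the block 0.0587). Of 17 choroid plexus genes, 3 were more and 0 less enriched (6 adjusted over the list alone), and the list had a median of 0.54 (camera adjusted p = 1.52e-06, or adjusted p = 0.123 with an estimated correlation). Members included Ttr at 1.16 (SE 0.15) and Enpp2 at 0.43 (SE 0.09, with the block 0.0728, or 0.23 with 0.206 after quantile normalization). Of 11 endothelial and mural genes, 3 were more and 0 less enriched (3 adjusted over the list alone), and the list had a median of 0.36 (camera adjusted p = 0.00181, or adjusted p = 0.161 with an estimated correlation). All 3 were smooth muscle genes, namely Acta2 at 1.26 (SE 0.12), Tagln at 1.12 (SE 0.13) and Myl9 at 0.69 (SE 0.11, with the block 0.0549).

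Of 14 ependymal genes, 1 was more and 0 less enriched (1 adjusted over the list alone), and the list had a median of 0.28 (camera adjusted p = 0.0332, or adjusted p = 0.24 with an estimated correlation). This gene was the dynein gene Dynlrb2 at 0.79 (SE 0.15, with the block 0.0548). Of 14 striatal genes, 0 were more and 5 less enriched (11 less adjusted over the list alone), and the list had a median of -0.31 (camera adjusted p = 0.00021, or adjusted p = 0.24 with an estimated correlation). Examples were the dopamine receptor gene Drd1 at -0.70 (SE 0.13, with the block 0.07) and its signalling partner Ppp1r1b at -0.44 (SE 0.06, with the block 0.0573). Of 15 microglial genes, 0 were more and 3 less enriched (5 less adjusted over the list alone), and the list had a median of -0.27 (camera adjusted p = 0.00456, or adjusted p = 0.161 with an estimated correlation). Among them were Cx3cr1 at -0.90 (SE 0.18, with the block 0.0584), Tmem119 at -0.83 (SE 0.16; 0.0719) and Laptm5 at -0.60 (SE 0.12; 0.08). The other 14 lists were not called for the difference.

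The fourth comparison, RS against naive in the IP alone, asked which RNAs on captured ribosomes rose or fell with restraint. Immediate early genes rose: Fos by 2.12 on the log2 scale (SE 0.09, adjusted p = 4.3e-05), Fosb by 2.5 (SE 0.18, adjusted p = 0.000352), Nr4a1 by 1.77 (SE 0.08), Junb by 1.55 (SE 0.07) and the stress-induced factor Atf3 by 3.31 (SE 0.15), from 1.84 ± 0.545 to 27 ± 2.08 TPM (SD, n = 2). Nts rose 1.79-fold (0.84, SE 0.11, adjusted p = 0.00741, or 0.0659 without naive IP pool 2). Ttr rose 67.2-fold on the log2(TPM + 1) scale, from 29.1 ± 0.0597 to 2020 ± 13.9 TPM, and Folr1 from 1.49 ± 0.527 to 36.1 ± 5.45, both choroid plexus genes. Ptgds fell from 5570 ± 126 to 3100 ± 63.7 TPM.

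In limma, 285 genes rose and 47 fell in the RS IP, 80 and 11 of them by at least 2-fold. The median gene had a log2 change of 0.00749. The count fell to 137 without naive IP pool 1, 134 without naive IP pool 2, 114 without RS IP pool 1 and 103 without RS IP pool 2. Of the 40 called genes named here, 12, 6, 13 and 15 lost their call without these libraries (adjusted p up to 0.173, 0.19, 0.184 and 0.187), 5 without either naive input pool (up to 0.0807 and 0.0808) and 2 without either RS input pool (up to 0.0662 and 0.0661). Of the other genes named in advance, Sst (0.12, adjusted p = 0.359), Cartpt (0.17, adjusted p = 0.351), Glp1r (-0.20, adjusted p = 0.642), Mc3r (-0.45, adjusted p = 0.279), Slc32a1 (-0.26, adjusted p = 0.349), Gfap (0.15, adjusted p = 0.278), Mal (0.03, adjusted p = 0.881) and Mbp (0.06, adjusted p = 0.569) were not called.

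Of 27 immediate early genes, 21 rose and 0 fell in the IP (25 adjusted over the list alone), and the list had a median of 1.09 (camera adjusted p = 9.59e-36, or adjusted p = 0.0292 with an estimated correlation). Of 17 glucocorticoid-responsive genes, 7 rose and 0 fell (11 and 1 adjusted over the list alone), and the list had a median of 0.48 (camera adjusted p = 7.53e-10, or adjusted p = 0.0262 with an estimated correlation). Members included Sgk1 at 1.77 (SE 0.08), the cell cycle inhibitor gene Cdkn1a at 1.44 (SE 0.11), Tsc22d3 at 1.02 (SE 0.07) and Errfi1 at 0.96 (SE 0.07). Of 15 astrocyte genes, 8 rose and 0 fell (13 adjusted over the list alone), and the list had a median of 0.46 (camera adjusted p = 1.87e-11, or adjusted p = 0.0292 with an estimated correlation). Examples were Slc1a2 at 0.66 (SE 0.10), Gjb6 at 0.59 (SE 0.09) and Aldoc at 0.34 (SE 0.04). Of 17 choroid plexus genes, 11 rose and 0 fell (15 and 1 adjusted over the list alone), and the list had a median of 0.84 (camera adjusted p = 1.44e-17, or adjusted p = 0.0158 with an estimated correlation). Among them were Enpp2 at 1.52 (SE 0.07) and Tmem72 at 1.93 (SE 0.21). Of 15 microglial genes, 0 rose and 0 fell one by one (1 lower adjusted over the list alone), and the list as a whole was lower (median of -0.29, camera adjusted p = 3.24e-05, or adjusted p = 0.0398 with an estimated correlation). The immediate early, glucocorticoid, astrocyte, choroid plexus and microglial lists were the 5 of 10 called lists that held with an estimated correlation. The choroid plexus list had been prompted by the study's ranking of these libraries, so its call is not independent evidence.

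Of 23 neuropeptide genes, 3 rose and 1 fell in the IP (6 and 1 adjusted over the list alone), and the list had a median of 0.17 (camera adjusted p = 0.00105, or adjusted p = 0.222 with an estimated correlation). They were Nts, Crh at 0.86 (SE 0.10), Pmch at 1.39 (SE 0.16) and Pdyn at -0.38 (SE 0.06). Of 15 heat shock genes, 2 rose and 0 fell (3 adjusted over the list alone), and the list had a median of 0.19 (camera adjusted p = 0.00319, or adjusted p = 0.0935 with an estimated correlation). Members included Dnajb1 at 0.96 (SE 0.06). Of 9 meningeal genes, 1 rose and 2 fell (2 and 4 adjusted over the list alone), and the list had a median of -0.35 (camera adjusted p = 0.0044, or adjusted p = 0.271 with an estimated correlation). Those that fell were Ptgds at -0.84 (SE 0.04) and Aldh1a2 at -0.97 (SE 0.09). Of 18 GABAergic septal genes, 0 were called (0 adjusted over the list alone), and the list had a median of -0.14 (camera adjusted p = 0.0174, or adjusted p = 0.222 with an estimated correlation). Of 40 ribosomal protein genes, 0 were called (0 adjusted over the list alone), and the list had a median of -0.06 (camera adjusted p = 0.0322, or adjusted p = 0.743 with an estimated correlation). The other 13 lists were not called. Of 21 feeding and stress receptor genes, 2 rose (camera adjusted p = 0.137), namely the somatostatin receptor gene Sstr2 at 1.03 (SE 0.13) and the neurotensin receptor gene Ntsr2 at 0.47 (SE 0.06). Medians and means differed in sign for blood cell genes (-0.26 and 0.01) and oligodendrocyte precursor genes (-0.08 and 0.01), where camera pointed down.

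Further large changes in the IP were those of Rrad, a small GTPase gene (3.28, SE 0.21), Cox8b, a cytochrome oxidase subunit gene (4.37, SE 0.58), and Calml4 (2.09, SE 0.24), the last pair being among the names seen in the study's own ranking. The call of Cox8b was lost with a pseudocount of 0.1 (adjusted p = 0.118), with robust=TRUE (0.0532) and without naive IP pool 1 (0.0703), RS IP pool 1 (0.0733) or RS IP pool 2 (0.0782). Mir762 rose by 4.6 and Mir5113 by 4.09, both listed at 0 in the naive IP. The smooth muscle gene Acta2 rose by 0.81 (SE 0.08). Zfp146 fell by 1.31 (SE 0.12), Ly6a, an endothelial surface protein gene, by 1.20 (SE 0.12), Cant1 by 1.44 (SE 0.20) and Ociad1 by 1.09 (SE 0.13). Slc38a7 (-0.91), Slc22a8 (-0.87), the glycine receptor gene Glra2 (-0.85), the microglial receptor gene Gpr34 (-0.83) and the adenosine receptor gene Adora2a (-0.78) passed with adjusted p of 0.0443, 0.0288, 0.0344, 0.0349 and 0.0344, and lost the call in 7, 4, 6, 7 and 6 of the 8 leave-outs (adjusted p up to 0.184, 0.167, 0.187, 0.173 and 0.19).

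The fifth comparison, RS against naive in the input, asked how the RNA of the whole tissue changed, the quantity by which the enrichment is divided. Sgk1, a kinase gene induced by glucocorticoids, rose 7.2-fold on the log2(TPM + 1) scale, from 53.1 ± 1.51 to 389 ± 10.9 TPM (SD, n = 2). Fos rose by 1.28 (SE 0.09, adjusted p = 0.000373), Fosb by 1.38 (SE 0.18, adjusted p = 0.00214), Nr4a1 by 1.39 (SE 0.08), Egr1 by 1.20 (SE 0.07) and Atf3 by 2.10 (SE 0.15). Ttr rose from 8.47 ± 1.20 to 284 ± 35.9 TPM. Cytosolic ribosomal protein genes fell, such as Rps7 from 328 ± 13 to 205 ± 7.45 TPM. The camera call of that list was lost with an estimated correlation (adjusted p = 0.171). Cartpt fell by 0.71 (SE 0.08, adjusted p = 0.0015) and Nts had a log2 change of -0.28 (SE 0.11, adjusted p = 0.0881), or -0.42 (adjusted p = 0.0367) after median-of-ratios scaling.

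In limma, 2917 genes rose and 1179 fell in the RS input, 68 and 75 of them by at least 2-fold. The median gene had a log2 change of 0.131, and median-of-ratios scaling moved it by -0.131, so that 1111 rose and 1789 fell (38.3% higher, against 71.2%). The count was 1744 without naive input pool 1, 2036 without naive input pool 2 and 1871 without RS input pool 1. Sst fell by 0.27 (SE 0.06, adjusted p = 0.0122, or 0.0615 and 0.0682 without naive input pool 1 and 2), but had -0.02 (adjusted p = 0.815) with the correction for transcript length and GC content. Mbp rose by 0.24 (adjusted p = 0.00707, or 0.0529 without naive input pool 2), or 0.09 (adjusted p = 0.186) after median-of-ratios scaling. Glp1r (0.21, adjusted p = 0.369), Mc3r (-0.54, adjusted p = 0.0625, or -0.65 with 0.0427 after median-of-ratios scaling), Slc32a1 (-0.28, adjusted p = 0.118, or -0.42 with 0.0416 after quantile normalization and -0.52 with 0.0349 after the length and GC correction), Gfap (0.17, adjusted p = 0.075) and Mal (0.02, adjusted p = 0.879; -0.13 after median-of-ratios scaling) were not called.

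Of 27 immediate early genes, 22 rose and 0 fell in the input (24 adjusted over the list alone), and the list had a median of 0.63 relative to all genes (camera adjusted p = 1.27e-10, or adjusted p = 0.171 with an estimated correlation). Of 17 glucocorticoid-responsive genes, 11 rose and 2 fell (11 and 2 adjusted over the list alone), and the list had a median of 0.61 (camera adjusted p = 0.00102, or adjusted p = 0.139 with an estimated correlation). Examples were Nfkbia at 1.24 (SE 0.10), Errfi1 at 1.07 (SE 0.07) and Tsc22d3 at 0.90 (SE 0.07). Of 23 neuropeptide genes, 3 rose and 7 fell (3 and 7 adjusted over the list alone), and the list had a median of -0.40 (camera adjusted p = 9.47e-05, or adjusted p = 0.171 with an estimated correlation). Among them were Tac2 at -0.50 (SE 0.09) and Penk at 0.43 (SE 0.03). Of 14 striatal genes, 10 rose and 1 fell (10 and 1 adjusted over the list alone), and the list had a median of 0.26 (camera adjusted p = 0.00346, or adjusted p = 0.283 with an estimated correlation). Members included Ppp1r1b and Pde1b both at 0.43 (SE 0.04 and 0.06). Of 40 ribosomal protein genes, 0 rose and 40 fell (40 adjusted over the list alone), and the list had a median of -0.79 (camera adjusted p = 1.87e-30, or adjusted p = 0.171 with an estimated correlation). Examples were Rps23 at -0.94 (SE 0.09) and Rps25 at -0.53 (SE 0.04). Of 40 oxidative phosphorylation genes, 4 rose and 33 fell (4 and 34 adjusted over the list alone), and the list had a median of -0.64 (camera adjusted p = 8.56e-20, or adjusted p = 0.171 with an estimated correlation). Among them were Cox7b at -0.74 (SE 0.07) and Atp5h at -0.51 (SE 0.04). Of 14 histone genes, 1 rose and 4 fell (1 and 4 adjusted over the list alone), and the list had a median of -0.40 (camera adjusted p = 0.00813, or adjusted p = 0.171 with an estimated correlation). Members included Hist1h2bc at -0.42 (SE 0.07).

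Of 15 astrocyte genes, 12 rose and 1 fell in the input (13 and 1 adjusted over the list alone), and the list had a median of 0.45 (camera adjusted p = 0.00102, or adjusted p = 0.171 with an estimated correlation). Examples were Gja1 at 0.93 (SE 0.09), Gjb6 at 0.75 (SE 0.09) and Slc1a3 at 0.59 (SE 0.06). Of 17 choroid plexus genes, 10 rose and 1 fell (13 and 1 adjusted over the list alone), and the list had a median of 0.54 (camera adjusted p = 0.000999, or adjusted p = 0.139 with an estimated correlation). Among them were Folr1 at 2.59 (SE 0.25) and Enpp2 at 1.09 (SE 0.07). Of 11 endothelial and mural genes, 0 rose and 6 fell (2 and 6 adjusted over the list alone), and the list had a median of -0.46 (camera adjusted p = 0.000311, or adjusted p = 0.139 with an estimated correlation). Members included the tight junction gene Cldn5 at -1.53 (SE 0.24), Ly6c1 at -1.26 (SE 0.16) and Tagln at -0.69 (SE 0.09). Of 9 meningeal genes, 1 rose and 2 fell (1 and 5 adjusted over the list alone), and the list had a median of -0.52 (camera adjusted p = 0.00108, or adjusted p = 0.171 with an estimated correlation). Examples were Aldh1a2 at -0.76 (SE 0.09) and Ptgds at -0.71 (SE 0.04). Of 14 ependymal genes, 0 rose and 3 fell (3 adjusted over the list alone), and the list had a median of -0.24 (camera adjusted p = 0.00585, or adjusted p = 0.171 with an estimated correlation). Among them was Dynlrb2 at -0.71 (SE 0.11).

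The other 11 lists were not called in the input. Of 14 oligodendrocyte genes, 8 rose and 1 fell (9 and 2 adjusted over the list alone, camera adjusted p = 0.141), with Trf at 0.72 (SE 0.05) and Cnp at 0.56 (SE 0.05). Of 10 precursor genes, 3 rose (camera adjusted p = 0.233), with Pdgfra, a growth factor receptor gene, at 1.00 (SE 0.15). Of 15 microglial genes, 4 rose (camera adjusted p = 0.492), with Cx3cr1 at 0.52 (SE 0.13, adjusted p = 0.0192, or 0.0659 after median-of-ratios scaling). It lost its call without naive input pool 1 (0.0845), naive input pool 2 (0.085) or RS input pool 1 (0.118). Of 15 heat shock genes, 7 rose and 1 fell (7 and 2 adjusted over the list alone, camera adjusted p = 0.605), with Dnajb1 at 0.56 (SE 0.06), Hspa8 at 0.40 (SE 0.04) and the mitochondrial chaperonin gene Hspe1 at -0.63 (SE 0.05). Of 18 pan-neuronal genes, 8 rose and 6 fell (9 and 6 adjusted over the list alone, camera adjusted p = 0.762). For feeding and stress receptors, GABAergic septal neurons, pan-neuronal genes and cytokine genes, the median and the camera test differed in sign. With median-of-ratios scaling, 3 heat shock genes rose and 4 fell, and 4 pan-neuronal genes rose and 7 fell. Oligodendrocyte genes then had 6 rising and 2 falling, precursor genes 2 and 0, and microglial genes 0 and 0.

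Further large changes in the input were those of Chtf8 (2.28, SE 0.09), Rrad (2.05, SE 0.21), Plekhf1, an endosomal protein gene (1.63, SE 0.18) and the noncoding Snhg9 (-2.07, SE 0.35). Cotl1, an actin-binding protein gene, had 1.66 (SE 0.38, adjusted p = 0.0156) at 91.7 ± 62.2 TPM in the RS input, and lost its call without naive input pool 1 (0.0763) or pool 2 (0.0629). H2-T9, listed at 0 in the naive input, was at 16.83 and 24.45 TPM in the RS input. Of the genes that rose in the IP, 194 also rose in the input (57.9 if independent), and 21 fell in both (3.86 if independent). Across genes the changes correlated with r of 0.258 and rho of 0.274.

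**Figure D3:**
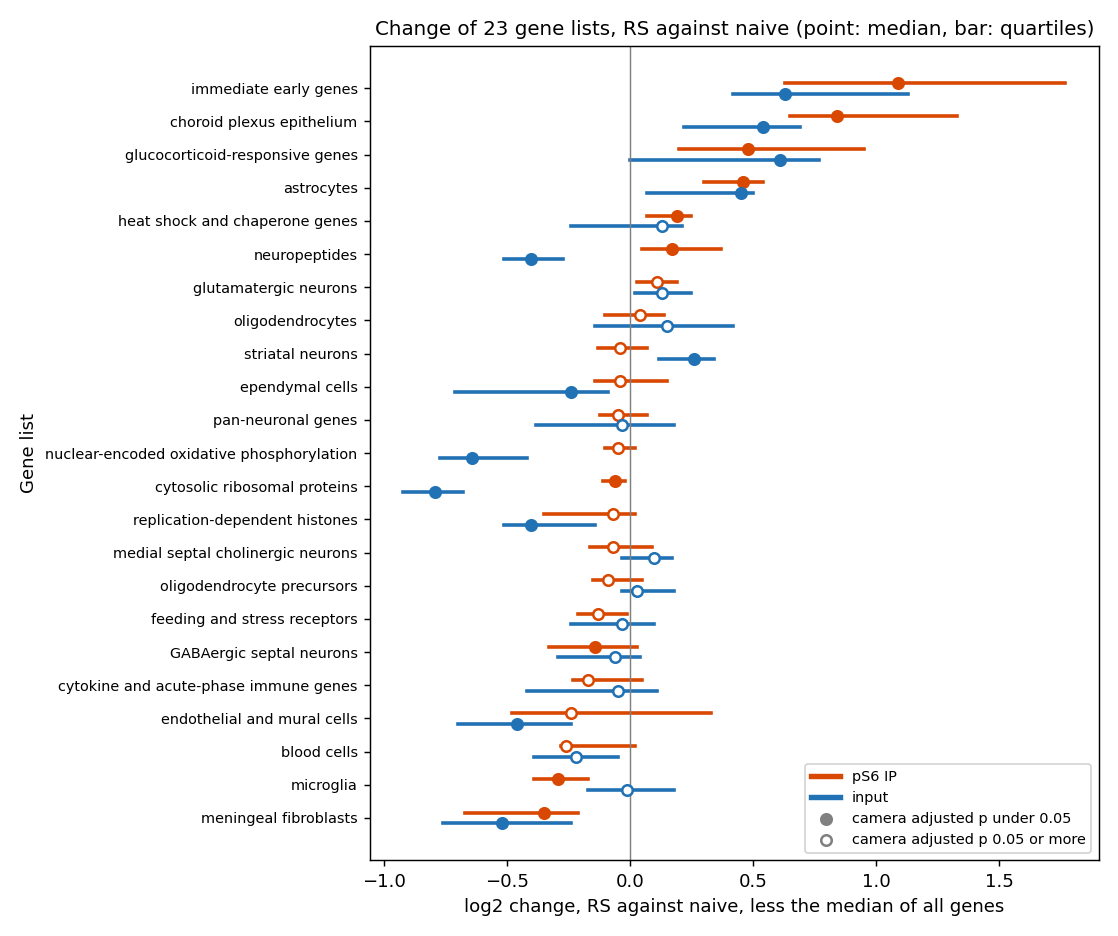
Median (point) and quartiles (bar) of the log2 change from naive to RS for the 23 gene lists in the pS6 IP (orange) and the input (blue), less the median of all genes; filled points have a camera adjusted p under 0.05. Immediate early genes had a median of 1.09 in the IP and 0.63 in the input, and cytosolic ribosomal protein genes -0.06 and -0.79.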

Values the study reported

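The study reported that Nts was enriched 2.41-fold in RS mice relative to controls, among genes that passed thresholds of 2-fold and a q value of 0.05. By quantitative PCR it reported a 3.6-fold enrichment of Nts.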

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

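The tests of a lower input behind Nts, of Ttr RNA spilling over, of more choroid plexus tissue and with the length and GC correction were chosen only after the results were seen, and the other tests in this part were planned before.

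The IP over input ratio of 970 genes differed between RS and naive mice, and the genes and lists named below were singled out because this difference itself passed its test. With the pool as a block 78 genes were called, and of those named below Nts, Fos, Fosb, Sst, Junb, Btg2, Pmch, Pdyn, Ppp1r1b, Drd1, Fkbp5, Myl9, Dynlrb2, Enpp2, Tmem119, Cx3cr1, Laptm5, Rps7, Ndufc1, Calml4, Cox7a1, Dnajb5, Arl10 and Amd1 were not (adjusted p of 0.0516 to 0.0892). Among neuronal and activity genes these were Nts (1.11), Fosb (1.11), Gadd45b (0.97), Cartpt (0.88), Fos (0.84), Junb (0.68), Btg2 (0.68), Sst (0.39, or 0.13 and not called after the length and GC correction), Pmch (1.62), Pdyn (-0.65), Ppp1r1b (-0.44) and Drd1 (-0.70), as differences on the log2 scale. Glucocorticoid-responsive genes moved both ways, with Mt2 at 0.69 (0.22 and not called after the length and GC correction), Sgk1 at -1.08, Klf9 at -1.29 and Fkbp5 at -0.89. Such a difference need not be a change in the IP. Of the 473 more enriched genes, 398 were lower in the RS input and 70 higher in the RS IP. Of the 497 less enriched, 459 were higher in the RS input and 17 lower in the RS IP. Nts and Fos rose in the IP. Sgk1 rose in the IP (1.77) and more in the input (2.85). Cartpt was not called in the IP (0.17) and fell in the input (-0.71). Of 40 ribosomal protein genes, 0 were called in the IP and 40 fell in the input. The smooth muscle genes named were more enriched (Acta2 1.26, Tagln 1.12, Myl9 0.69), as were Dynlrb2 (0.79), Ttr (1.16) and Enpp2 (0.43). Of 15 microglial genes, 3 were less enriched (Tmem119 -0.83, Cx3cr1 -0.90, Laptm5 -0.60). Rpl32 (0.92), Rps7 (0.56), Cox6c (0.78) and Ndufc1 (0.63) were more enriched, and with the length and GC correction had 0.64, 0.36, 0.43 and 0.39, not called once the block was added (0.0659, 0.123, 0.0867 and 0.116). Large differences were those of Mir5113 (7.47), Mir8104 (6.06), Mir762 (4.6), Snora68 (4.34), Mir1291 (4.34), Snhg9 (2.57), Calml4 (2.09), Cox7a1 (1.91), Cox6b2 (1.85) and Dnajb5 (1.53). Those in the other direction were Mir344i (-4.45), H2-T9 (-4.41), Chtf8 (-2.41), Slc38a7 (-2.23), Cant1 (-2.09), Coro2b (-1.69), Arl10 (-1.67), Tsc22d1 (-1.65), Amd1 (-1.54) and Anp32a (-1.50). The values of the microRNA and small nucleolar RNA genes and of H2-T9 rest on groups listed at 0. Snora68, Mir1291, Mir344i and H2-T9 were listed at 0 in every IP library, so their differences came from the input alone. List medians, before the median of all genes was subtracted, were 0.56 for neuropeptides, 0.39 for immediate early genes, 0.56 for ribosomal proteins, 0.45 for oxidative phosphorylation, 0.43 for choroid plexus, 0.26 for endothelial and mural cells, 0.17 for ependymal cells, -0.42 for striatal neurons and -0.38 for microglia. With an estimated correlation 0 of these 9 lists were called, the lowest camera adjusted p being 0.123. The choroid plexus (estimated correlation -0.0311), microglial (-0.045) and endothelial and mural lists (-0.0178) lost their call although the estimate lay below the preset 0.01. Correlation between genes therefore cannot account for these losses, and the fewer degrees of freedom of that test apply to all lists.

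Cytosolic ribosomal protein genes fell in the RS input, with a median log2 change of -0.66 over 40 members (camera adjusted p = 1.87e-30 in limma, or adjusted p = 0.171 with an estimated correlation). Of 10000 random lists matched on transcript length, the middle 95% had medians from -0.33 to -0.08, and of those matched on GC content from 0.03 to 0.24. Matched on length, GC content and expression level together they had -0.40 to -0.20, and 0 of the 10000 lists were as low as -0.66 in each of these tests. The matched lists did not reach the fall of the ribosomal protein list, though matching on all 3 moved the random median to -0.30. The random lists drew unrelated genes, while ribosomal protein genes moved together (estimated correlation 0.791). The random band is therefore narrow, and 0 of 10000 is not a measure of probability. For this reason the tests cannot decide whether length, GC content or expression level was the whole cause. The RS input pools differed as well, with Rpl11 at 125.35 and 185.21 TPM and Rps7 at 199.23 and 209.77. A difference in dissection, RNA handling or library batch between RS and naive pools, and restraint itself, were not tested and remain open.

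Nts was more enriched after restraint by 1.11. The 200 genes nearest in transcript length had differences from -0.75 to 0.90 in their middle 95%, and 3 of them lay above Nts. Their median was 0.08, so genes of this length mostly had smaller differences. The study had picked Nts for its enrichment in these libraries, so its place in this tail does not by itself argue against length bias. A lower input without a higher IP is argued against by the rise of Nts in the IP by 0.84 (adjusted p = 0.00741), although that call ended without naive IP pool 2 (0.0659). In the input Nts had a log2 change of -0.28 (limma adjusted p = 0.0881), or -0.42 (0.0367) after median-of-ratios scaling. Part of the difference of 1.11 thus came from the input. Restraint may have raised ribosome-bound Nts RNA in activated cells, which from these libraries alone is a hypothesis only. By in situ hybridization, the study also reported more cells with both Nts and Fos after restraint, and an induction of Nts mRNA. Those counts of cells are a different measure from the IP and input values here, and Nts RNA of the whole tissue did not rise in these libraries. For the values here, pools taken from different mice and dissections remain an open explanation, and the study had picked Nts from these libraries.

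The choroid plexus list was higher in RS libraries, with an adjusted p = 0.0158 with an estimated correlation in the IP, but 0.139 in the input, where that call was lost. This list was prompted by names at the top of the study's ranking of these libraries, so its direction is not independent evidence. Other than Ttr, 7 members were called higher in both RS input and RS IP (Enpp2, Folr1, Igfbp2, Kcnj13, Kl, Slc4a2 and Slc4a5). Kcnj13, Kl and Slc4a5 were low, at 0.421, 0.581 and 0.0186 TPM in naive input and 1.58, 1.52 and 0.714 in RS input. Igfbp2 is also a member of the meningeal list. The argument against Ttr RNA spilling over alone therefore rests mainly on Enpp2, Folr1 and Slc4a2. Of these, Folr1 was also low in naive input (0.625 TPM), but reached 8.98 in RS input and 36.1 in RS IP. Enpp2 and Slc4a2 lay above Ttr in naive input (92.1 and 13.9 against 8.47 TPM) and rose less, to 196 and 21.1. Whether their RNA came from choroid plexus cells was not tested. Slc13a4 went the other way, from 6.84 to 4.01 TPM in the input and from 22.3 to 16.2 in the IP. After median-of-ratios scaling the list median was 0.55 in the input and 0.91 in the IP, which argues against a shift of the whole library. More choroid plexus tissue in the RS dissections and a change within these cells cannot be told apart: 76.5% of the members (13 of 17) were higher in both RS libraries than in both naive ones of the same fraction, in input and in IP, and the pools came from different mice. In the input, Ttr rose from 8.47 to 284 TPM and Enpp2, the most abundant member in naive input, from 92.1 to 196 TPM.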

How the results depend on the processing

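Tests with a correction for transcript length and GC content, alone or with the pool as a block, and those without microRNA and small nucleolar RNA genes or without choroid plexus genes, were chosen only after the results were seen. Rescaling to 1000000 moved nothing, since the columns already had that sum. In leave-outs the lone library of a group was assumed to vary like the other groups. Where a result changed, the cause was not tested unless stated.

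Counts of called genes in naive and in RS enrichment were within 1.5 times under every alternative run, but the genes were not all the same. With the length and GC correction, 5971 of 9565 naive and 5938 of 10454 RS calls kept their sign and 173 and 619 were called in the other direction, and with median-of-ratios scaling 6609 and 7035 kept it and 98 and 370 were called the other way. The length and GC correction kept 254 of the 970 calls of the difference, 298 of 332 in the IP and 1439 of 4096 in the input. Counts of at least 2-fold changes in naive enrichment, RS enrichment, the difference, the RS IP and the RS input were 754, 1685, 59, 45 and 54 with a pseudocount of 5, which shrinks changes of low values by construction. With a pseudocount of 0.1 they rose to 3235 in naive enrichment and 265 in the input. Without a filter the difference had 246 genes (54 by at least 2-fold), and with a mean TPM of at least 5 the IP had 54 by at least 2-fold. Fitting only the groups compared left 175 genes in the IP. Without a trend the difference had 35 genes (31 by at least 2-fold) and the IP 208. The pool as a block left the difference 78 genes (47 by at least 2-fold). The correction for length and GC content gave 1056 and 1423 genes by at least 2-fold in naive and RS enrichment, 313 (72 by at least 2-fold) for the difference and 1857 in the input. With the block as well these were 1057, 1425, 8 (8 by at least 2-fold) and 1572. Without small RNA genes the difference had 1041 genes and the IP 373, and without choroid plexus genes 967 and 312.

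Over the leave-outs, naive enrichment ranged from 8269 to 9635 genes, RS enrichment from 9496 to 10360, the difference from 24 to 1325 (22 to 211 by at least 2-fold), the IP from 103 to 362 (67 to 91) and the input from 1744 to 3864 (141 to 242). The lowest and highest counts of the difference came without naive input pool 2 and RS input pool 2, those of the IP without RS IP pool 2 and RS input pool 2. Those of the input came without naive input pool 1 and RS IP pool 1, and 242 came without RS input pool 2.

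The difference for Nts was 1.11 without a trend (adjusted p = 0.0739) and 1.11 with the block (0.0548), for Fos 0.84 (0.0812) and 0.84 (0.0549), and for Fosb 1.11 (0.0849) and 1.11 (0.0584), all above 0.05. With length, GC content and block together they were 1.10 (0.0523), 0.90 (0.0681) and 1.31 (0.0644). Fosb had 0.93 (0.225) with a pseudocount of 0.1 and 1.11 (0.0879) without a filter. Leaving out libraries gave 0.96 to 1.27 for Nts, 0.72 to 0.95 for Fos and 0.87 to 1.36 for Fosb, with the calls given in the comparison above.

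With an estimated correlation, 0 lists were called in naive enrichment, 0 in RS enrichment, 0 for the difference, 5 in the IP and 0 in the input, against 9, 11, 9, 10 and 12 with the preset one. Of the 115 list results, the length and GC correction ended 11 calls and gave 8, median-of-ratios scaling ended 5 and gave 3, quantile normalization 3 and 3, and single leave-outs ended up to 4. Those ended by the length and GC correction included, as medians less that of all genes, neuropeptides in RS enrichment (0.19, adjusted p = 0.264) and in the input (-0.08, 0.524), ribosomal proteins in naive enrichment (0.19), histones in RS enrichment (0.28, 0.132) and in the input (-0.03, 0.752), and ependymal cells for the difference (0.22, 0.291). Fry, which tests against 0 and not against all genes, called 19 and 22 lists in naive and RS enrichment. For this reason lists with a median between 0 and that of all genes pointed the other way. In naive enrichment these were GABAergic septal (-0.22), glutamatergic (-0.27), striatal (-0.10) and oligodendrocyte precursor genes (-0.11). In RS enrichment they were receptors (-0.06) and glutamatergic genes (-0.39), and in the input pan-neuronal genes (0.10). Ependymal genes in RS enrichment (-0.46) also did, but their median lay below that of all genes too (by -0.04), which this reason does not cover.

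Fos in naive enrichment lost its call with median-of-ratios scaling, where its value was near 0 (0.01, adjusted p = 0.888). Glp1r in RS enrichment lost its call with values near 0 under median-of-ratios scaling (0.02, 0.909) and quantile normalization (0.05, 0.788). It changed sign without a call under the length and GC correction (0.42, 0.0571) and that correction with the block (0.42, 0.0872). Glp1r in naive enrichment had 0.61 with the length and GC correction (0.0143) and 0.61 with the block as well (0.0301). The length and GC correction also ended calls of the difference for Sst (0.13), Mt2 (0.22), Dynlrb2 (0.38), Snhg9 (1.69), Cox7a1 (1.43), Arl10 (-1.77), Drd1 (-0.50), Tmem119 (-0.73), Cx3cr1 (-0.72) and Laptm5 (-0.47), and calls in the input for Sst (-0.02), Tac2 (-0.26), Dynlrb2 (-0.33) and Cx3cr1 (0.27). The replicate number as a block, in RS against naive, ended the IP calls of Slc38a7 (0.0636), Slc22a8 (0.0524), Gpr34 (0.0539) and Adora2a (0.0636) and gave one for Mc3r in the input (0.0331). It left 226 IP genes. Apart from the values given here and in the comparisons, the block changed no call of a named gene. Depth was unknown, so its limit on low values was not assessed.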
